# Sharpin promotes hepatocellular carcinoma progression via transactivation of Versican expression

**DOI:** 10.1038/oncsis.2016.76

**Published:** 2016-12-12

**Authors:** Y Tanaka, K Tateishi, T Nakatsuka, Y Kudo, R Takahashi, K Miyabayashi, K Yamamoto, Y Asaoka, H Ijichi, R Tateishi, J Shibahara, M Fukayama, T Ishizawa, K Hasegawa, N Kokudo, K Koike

## Abstract

Sharpin (Shank-associated RH domain-interacting protein, also known as SIPL1) is a multifunctional molecule that participates in various biological settings, including nuclear factor-κB signaling activation and tumor suppressor gene inhibition. Sharpin is upregulated in various types of cancers, including hepatocellular carcinoma (HCC), and is implicated in tumor progression. However, the exact roles of Sharpin in tumorigenesis and tumor progression remain largely unknown. Here we report novel mechanisms of HCC progression through Sharpin overexpression. In our study, Sharpin was upregulated in human HCC tissues. Increased Sharpin expression enhanced hepatoma cell invasion, whereas decrease in Sharpin expression by RNA interference inhibited invasion. Microarray analysis identified that Versican, a chondroitin sulfate proteoglycan that plays crucial roles in tumor progression and invasion, was also upregulated in Sharpin-expressing stable cells. Versican expression increased in the majority of HCC tissues and knocking down of Versican greatly attenuated hepatoma cell invasion. Sharpin expression resulted in a significant induction of Versican transcription synergistically with Wnt/β-catenin pathway activation. Furthermore, Sharpin-overexpressing cells had high tumorigenic properties *in vivo*. These results demonstrate that Sharpin promotes Versican expression synergistically with the Wnt/β-catenin pathway, potentially contributing to HCC development. A Sharpin/Versican axis could be an attractive therapeutic target for this currently untreatable cancer.

## Introduction

Hepatocellular carcinoma (HCC) is one of the most frequently diagnosed cancers worldwide. Long-term survival rates of patients with HCC remain poor even after curative resection or radiofrequency ablation therapy.^1^ A major cause of high mortality is the development of vascular invasion features such as portal vein tumor thrombus.^2^ The 5-year survival rate after vascular invasion development was only 6.4% in our institute.^3^ The molecular mechanisms underlying HCC invasion remain ill-defined, hindering the development of novel therapeutic options. Better elucidation of the molecular pathway involved in HCC invasion could facilitate the development of better treatment options for patients.

Sharpin (Shank-associated RH domain interacting protein), also known as SIPL1 (Shank-interacting protein-like 1), was first identified as a protein that directly interacts with the ankyrin repeats of Shank family proteins in the postsynaptic density.^4^ Another important role of Sharpin was later recognized as one of the components of an E3 ubiquitin–protein ligase complex, the linear ubiquitin chain assembly complex (LUBAC). LUBAC consists of HOIL-1 (heme-oxidized IRP2 ubiquitin ligase 1), HOIP (HOIL-1-interacting protein) and Sharpin. LUBAC also adds a linear polyubiquitin chain to NEMO/IKKγ, a regulatory subunit in the IkB kinase (IKK) complex, that consequently activates nuclear factor-κB (NF-κB) signaling.^5, 6, 7^ In addition, Sharpin is reported to bind to tumor suppressor PTEN (phosphatase and tensin homolog) and inhibit its lipid phosphatase activity to promote tumorigenesis.^8, 9^ Sharpin also acts as an endogenous inhibitor of integrin signaling to retard cell migration.^10^ Furthermore, Sharpin was shown to act as a coactivator for the homeobox protein, SIX homeobox 1 (SIX1), together with eye absent 1 protein (EYA1).^11^ These reports indicate that Sharpin is a multifunctional molecule that participates in various biological settings.

Recent studies have shown that Sharpin is frequently upregulated in multiple human cancer types, including ovarian, prostate and breast cancers.^12, 13, 14, 15^ Sharpin promotes cell survival, growth, and invasion, suggesting tumor-associated roles during cancer biogenesis. These functions are dependent on NF-κB signaling functions such as the induction of matrix metalloproteinases (MMP-2 and MMP-9) and upregulation of survivin, a member of the inhibitor of apoptosis family.^13, 16^ Sharpin expression also increases in HCC;^12^ however, the biological significance underlying HCC progression remains largely unknown.

In this study, we show that Sharpin expression is frequently upregulated in human HCC. Sharpin overexpression led to increased expression of Versican, an aggregating chondroitin sulfate proteoglycan that plays biological roles in tumor progression and invasion,^17, 18^ leading to HCC cell invasion. Our findings indicate the importance of a novel Sharpin/Versican axis in HCC invasion.

## Results

### Sharpin is frequently overexpressed in HCC

The expression level of Sharpin mRNA in HCC cells was initially determined by quantitative RT–PCR. Sharpin expression was greater in most of the HCC cell lines than in the primary hepatocyte cells (Figure 1a). Increases in Sharpin protein expression were confirmed by western blotting in the HCC cell lines, HepG2, and PLC/PRF/5 (Figure 1b). Among all cell lines, only Huh7 cells had low Sharpin expression at both the mRNA and protein levels.

We then examined Sharpin expression in surgically resected HCC samples. Sharpin mRNA expression was 1.5-fold higher in 36% (10/28) of the surgically resected HCC clinical samples relative to that in noncancerous tissues (Figure 1c). Sharpin expression was positively correlated with larger HCC size and histological grading (*P*<0.05, Spearman's analysis of correlation; Table 1). Immunohistochemical analysis confirmed that Sharpin expression was mainly observed in the cytoplasm and was significantly higher in HCC than in surrounding noncancerous liver tissue (*P*<0.05, Wilcoxon signed-rank test; Figure 1d).

These results indicate that Sharpin expression frequently increases in human HCC and this increased Sharpin expression might be involved in the pathogenesis of a subset of HCC cases.

### Sharpin promotes HCC invasion

We established Sharpin-expressing stable Huh7 cells (Huh7-Sharpin), in which endogenous Sharpin was low (Figure 1a), and control Huh7 cells (Huh7-ctrl), using a lentivirus infection to investigate the biological consequences of Sharpin upregulation in HCC.

We first performed a cell proliferation assay. However, no significant difference in cell growth was observed between Huh7-Sharpin and Huh7-ctrl cells (Supplementary Figure S1). We then performed invasion assays to characterize the invasive phenotype of Sharpin-expressing cells. Cell invasion rates were significantly increased in Huh7-Sharpin cells compared to that in Huh7-control cells (Figure 2a). By contrast, knockdown of Sharpin in Huh7 cells did not show significantly less invasive phenotype, possibly owing to low expression level of endogenous Sharpin in Huh7 cells (Supplementary Figure S2).

We also established Sharpin-expressing stable HepG2 cells, in which endogenous Sharpin level was high (Figure 1a). Sharpin-expressing stable HepG2 cells (HepG2-Sharpin) showed high invasive rates compared to HepG2-ctrl cells (Figure 2b). Notably, knockdown of Sharpin in HepG2 cells resulted in significantly lower rates of cell invasion (Figure 2c).

These results indicate that overexpression of Sharpin in HCC cells leads to increases in malignancy-related cellular properties, including invasion.

Deletion mutants of Sharpin were examined to further characterize the domain of Sharpin that is responsible for HCC invasion. Sharpin (1–351) lacks the NZF (Npl4 zinc finger) domain and Sharpin (1–221) lacks both the NZF and UBL (ubiquitin-like) domains, which are both important for NF-κB activation.^5^ The NZF domain deletion decreased HCC invasion to the control cell level and deletions of both the NZF and UBL domains of Sharpin markedly decreased HCC invasion (Figure 2d), showing that these domains of Sharpin are critical for HCC invasion.

Huh7-Sharpin and control cells were stimulated by TNFα to assess whether HCC invasion is the consequence of NF-κB activation; however, no significant invasion was observed (Supplementary Figure S3).

### Versican is upregulated in Sharpin-expressing stable cells

We performed complementary DNA microarray analyses to compare the expression profiles of Huh7-Sharpin cells to identify molecules responsible for invasion following Sharpin expression. 

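Total RNA of 2 stable cell populations was hybridised to arrays, with 1 array for Huh7-ctrl and 1 for Huh7-Sharpin. Huh7 is a human hepatoma cell line, infected here with a control or a Sharpin lentivirus and kept under puromycin at 2 μg/ml. SHARPIN, the introduced gene, had a signal of 279.5 in Huh7-ctrl and 847 in Huh7-Sharpin, 3.03-fold higher (log2 ratio 1.60), which goes with the array labels. It ranked 3 from the top among 11507 genes measured on both arrays. Whether its probe set lies inside the introduced coding sequence was not analysed here. The brightest probe sets of the other members of the linear ubiquitin chain assembly complex differed less, with a log2 ratio of 0.30 for RNF31 (HOIP) and 0.10 for RBCK1 (HOIL-1), though a dimmer RBCK1 probe set was at 0.92 (121 and 230.0). CTNNB1, which encodes β-catenin, had a signal of 18843 in Huh7-ctrl and 18159 in Huh7-Sharpin (log2 ratio -0.05).
The array carries 54675 probe sets, of which 62 are controls, and was labelled from 250 ng of RNA. The authors deposited MAS5 signals on a linear scale, and the mean over probe sets, with 2% left out at each end, was 499.9 on both arrays. The median signal was 63.5 in Huh7-ctrl and 62.8 in Huh7-Sharpin. The median over both arrays, 63.1, was taken as a floor. A probe set was called measured where its higher signal reached the floor, and lower signals were raised to the floor before log2 ratios of Huh7-Sharpin over Huh7-ctrl were taken, so that a gene below the floor on 1 array has only a lower bound. Each gene was represented by its measured probe set of highest mean signal, which gave 13199 genes. With 1 array per condition there is no replicate error, and no difference between the arrays carries a p-value. The signals of 18 hybridisation controls, added in equal amounts, had log2 ratios from -0.04 to 0.22, and those of 24 labelling controls from -0.48 to 0.41.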

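DDIT4, a stress-induced inhibitor of mTORC1 signaling, had the highest log2 ratio among genes measured on both arrays, with a signal of 906 in Huh7-ctrl and 3325 in Huh7-Sharpin (log2 ratio 1.88). Next to it stood MTHFSD (1.63), SHARPIN, CHAC1, a glutathione-degrading enzyme (1.57, signals of 175 and 523), CGAS, the cytosolic DNA sensor (1.55), and VCAN, which encodes Versican. They were followed by the noncoding RNA LINC03068 (1.53), CCDC157 (1.49), OSER1-DT (1.47) and PCAT4 (1.40). The lowest ratios were those of the transcription factor USF1 (-1.68), ZFP41 (-1.66), RAB6B (-1.60), CIB2 (-1.55), the metal transporter SLC11A1 (-1.53), AHDC1 (-1.52), MRNIP (-1.41), TAPT1-AS1 (-1.39), the secreted Wnt inhibitor NOTUM (-1.38) and SYT7 (-1.36). Among genes below the floor in Huh7-ctrl, the protease ADAM33 was at least 4.65-fold higher in Huh7-Sharpin, PIK3IP1 at least 3.36-fold, HOXD1 at least 3.02-fold, MPPED1 at least 2.99-fold and the proteoglycan ACAN at least 2.79-fold. Among genes below the floor in Huh7-Sharpin, ANHX was at least 3.56-fold lower, LURAP1 at least 3.33-fold, SEMA5B at least 3.19-fold, RFX2 at least 2.93-fold and KCNH3 at least 2.92-fold.
Of 13199 genes, 117 were over 2-fold higher and 110 over 2-fold lower in Huh7-Sharpin, and over all 29914 measured probe sets the counts were 271 and 315. Most of these genes were dim. Of 1775 genes whose higher signal lay between 126 and 253, 94 were higher and 98 lower, while of 7123 genes above 505, 11 were higher and 2 were lower. MTHFSD has other measured probe sets that were lower in Huh7-Sharpin, with log2 ratios of -0.48 and -0.26, and 1 of SLC11A1 was higher (0.50). Other measured probe sets also went the other way for PIK3IP1 (-0.31), MPPED1 (-0.36), RFX2 (0.55), SYT7 (0.15) and ACAN. Without the floor the counts were 552 and 564 genes, and without any filter 2223 and 2138.

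**Figure D1:**
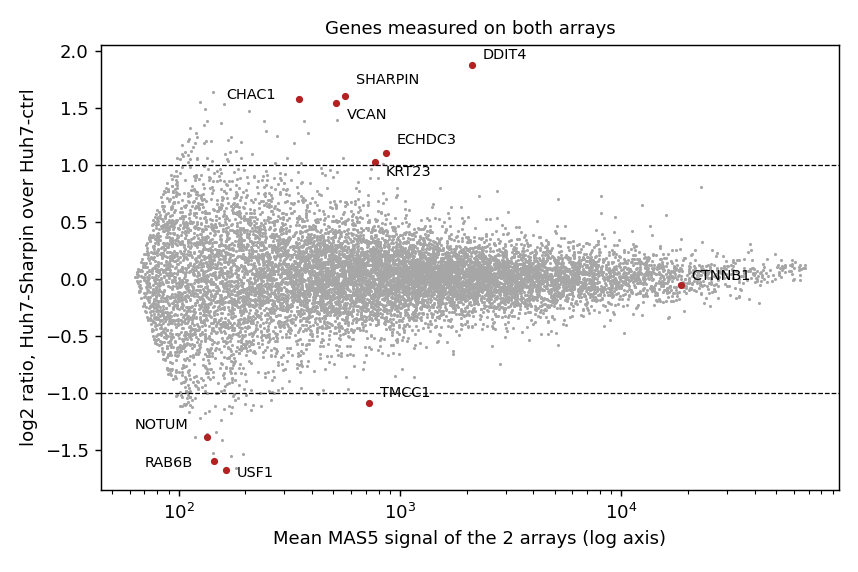
Log2 ratio of Huh7-Sharpin over Huh7-ctrl (vertical axis) against the mean MAS5 signal of the 2 arrays (horizontal log axis), with 1 point per gene at or above the floor on both arrays and dashed lines at 2-fold. DDIT4, SHARPIN, VCAN and CHAC1 lie above 2-fold, β-catenin (CTNNB1) lies at -0.05, and the spread of the ratios is widest among dim genes.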

Relative to the findings in control cells, 465 genes were downregulated (fold change <0.5) and 479 genes were upregulated (fold change >2.0) in Huh7-Sharpin cells.

Contrary to our expectations, genes driven by NF-κB were not significantly upregulated in Sharpin-expressing cells. 

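None of the measured NF-κB target genes differed over 2-fold between the arrays. Of 43 genes on the list, 32 were measured, and 23 of these had a log2 ratio above 0. The largest were those of the macrophage growth factor CSF1 (0.87, signals of 177 and 324), TNFAIP2 (0.84), the lymphotoxin gene LTB (0.71, with another measured probe set at -0.56) and CD83 (0.70), and the lowest was that of the adhesion molecule VCAM1 (-0.43). Brighter members went both ways, with NFKBIA at 0.50 (signals of 1607 and 2277) and NFKBIE at 0.65, but SOD2 at -0.20 (1337 and 1163). MMP9 had a log2 ratio of -0.13 and BIRC5, which encodes survivin, 0.01. TNF, TLR2 and TLR6 were below the floor on both arrays. The median log2 ratio of the list was 0.10, at percentile 95.3 of 10000 random lists of as many genes matched on mean signal. With the floor at percentile 75 of all signals, the 20 members left had a median of 0.08, at percentile 88.4. Among 14 measured genes of the linear ubiquitin and TNF receptor complexes, SHARPIN alone was over 2-fold higher and none was over 2-fold lower. TRADD, an adaptor of the receptor, had a log2 ratio of -0.37 and the kinase MAP3K7 of -0.36 (0.22 by another of its measured probe sets). The median of this list was 0.02, at percentile 49.8 (0.11 and 91.9 with the median of each gene's probe sets). A percentile among random lists describes these 2 arrays and is not a test between the conditions. With the filter but without the floor, 2 NF-κB target genes were over 2-fold higher and the percentile was 98.3, and without _x_at and _s_at probe sets it was 80.3.

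**Figure D2:**
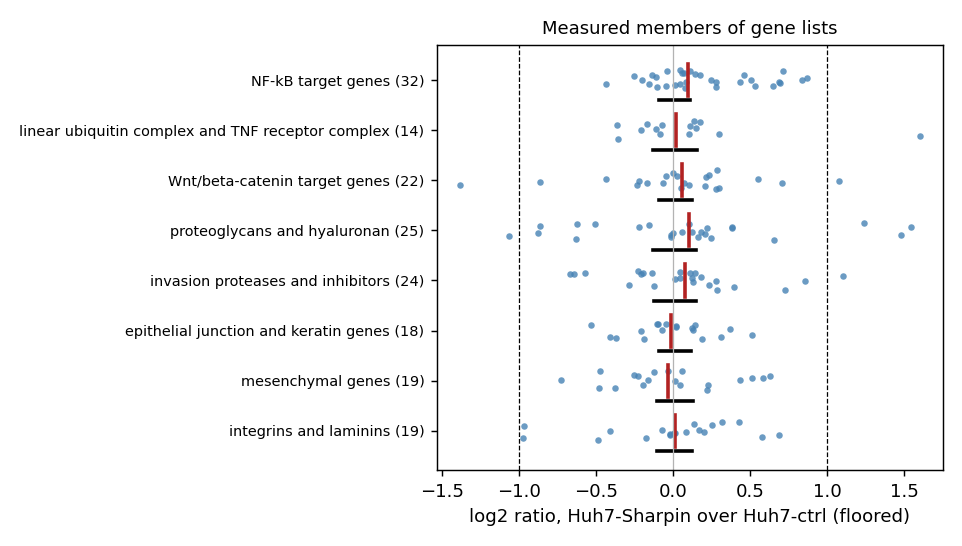
Log2 ratios of Huh7-Sharpin over Huh7-ctrl, with signals below the floor raised to it (horizontal axis), for the measured members of 8 gene lists, with the number of members in brackets. Each point is a gene, the red line is the median of a list, the black bar spans the random list medians with 2.5% left out at each end, and dashed lines mark 2-fold. The NF-κB median lies at 0.10, inside its bar, and no member passes 2-fold.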

We searched for candidate genes to determine the mechanisms underlying enhanced invasion in Sharpin-expressing cells. 

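Among proteases of invasion and their inhibitors, ADAM12 was at least 2.15-fold higher in Huh7-Sharpin, and no gene of the list was over 2-fold lower. The ADAM12 value rests on 1 measured probe set, with signals of 10.7 and 136. Its other probe sets were below the floor on both arrays and went both ways (36.5 and 5.37, 36.8 and 3.47, 15.7 and 5.02, 5.96 and 8.99). The membrane metalloproteinase MMP15 had a log2 ratio of 0.86 and the lysosomal protease CTSB of 0.72, with signals of 1723 and 2844, while the urokinase receptor PLAUR was at -0.67 and, by a dimmer measured probe set, at 0.16. MMP2 was below the floor on both arrays. The 24 measured members of 36 had a median log2 ratio of 0.08, at percentile 84.4 of random lists. None of 18 measured epithelial junction and keratin genes differed over 2-fold, with a median of -0.02 at percentile 28.3. In this list KRT19 was at -0.54 and CLDN7, a tight junction gene, at 0.51. None of 19 measured mesenchymal genes differed over 2-fold, with a median of -0.03 at percentile 22.4, and its members went both ways, from S100A4 at -0.73 to the actin-binding gene TAGLN at 0.63, though a dimmer measured TAGLN probe set was lower (-0.73 with the floor). The percentile of this list was not stable, at 0.61 with both arrays at or above the median (median -0.14), 2.40 without the floor (-0.13, with 2 genes over 2-fold higher and 1 lower), 0.61 with no filter (-0.21) and 2.71 without _x_at and _s_at probe sets (-0.15), but 53.7 with the floor at percentile 75 (0.03). A list of fibroblast and stellate cell markers, of which 7 genes are also on the mesenchymal list, had a median of -0.30 over 10 measured members, at percentile 1.59 (3.67 without the floor and 12.6 without _x_at and _s_at probe sets). Its collagen-binding gene LUM was at -0.63 and RGS5 at -0.57, while TAGLN and THY1 (at least 0.58), the 2 of the 10 members with a ratio above 0, were higher. Among 19 measured integrins, laminins and their partners none differed over 2-fold, with a median of 0.01 at percentile 50.5. That percentile was not stable either, at 99.0 without _x_at and _s_at probe sets (median 0.15), 98.8 with the floor at percentile 75 (0.13) and 98.8 with no filter (0.16). Without the floor 1 gene of this list was over 2-fold higher and with no filter 2 were. With scaling on the 100 normalization probe sets of the array 2 were over 2-fold lower. The focal adhesion gene TLN1 was at -0.97, though another of its measured probe sets gave 0.39, and the laminin LAMA5 was at -0.96. COL4A1 was at 0.69 and the kinase ILK at 0.58.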

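VCAN was higher in Huh7-Sharpin by each of its 5 probe sets. The brightest had a signal of 263 in Huh7-ctrl and 769 in Huh7-Sharpin, 2.92-fold higher, and VCAN ranked 6 from the top among 11507 genes measured on both arrays. The next had signals of 244.9 and 696 (log2 ratio 1.51), and the dimmer ones of 146 and 279 (0.93) and of 56.9 and 104 (at least 0.72, since the control signal is below the floor). The probe set that Table 2 lists under D32039 had signals of 2.61 and 125, a log2 ratio of 5.58 or 47.7-fold. Its control signal also lies below the floor, and with the floor it was at least 1.97-fold higher. Among 25 measured genes of proteoglycans and hyaluronan, 3 were over 2-fold higher, VCAN, ACAN and the chondroitin sulfotransferase CHST11 (log2 ratio 1.24), and HAPLN3, a link protein, was lower (-1.06). The list had a median of 0.10, at percentile 90.6 of random lists, and 0.00 both without _x_at and _s_at probe sets (percentile 47.0, with 1 gene over 2-fold higher) and with the floor at percentile 75 (36.1). Other measured probe sets gave -0.96 and 0.30 for ACAN and -0.14 for CHST11, and with the median of each gene's floored probe sets no member was over 2-fold higher, VCAN being at 0.98.
Of 10 transcripts in Table 2, 8 were matched by accession, and each had a log2 ratio within 0.01 of the value the paper reports. ANKRD36BP2, a pseudogene, had signals of 0.56 and 51.0 (log2 ratio 6.50), EPB41, a membrane skeleton gene, of 0.87 and 29.5 (5.09), and the thrombin receptor gene F2RL2 of 1.27 and 44.7 (5.14). All 8 had a control signal below the floor, and 6 were below it on both arrays. The brightest EPB41 probe set had signals of 1132 and 982 (-0.20). From a search of these profiles for genes behind the enhanced invasion, the paper takes Versican as its candidate.

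**Figure D3:**
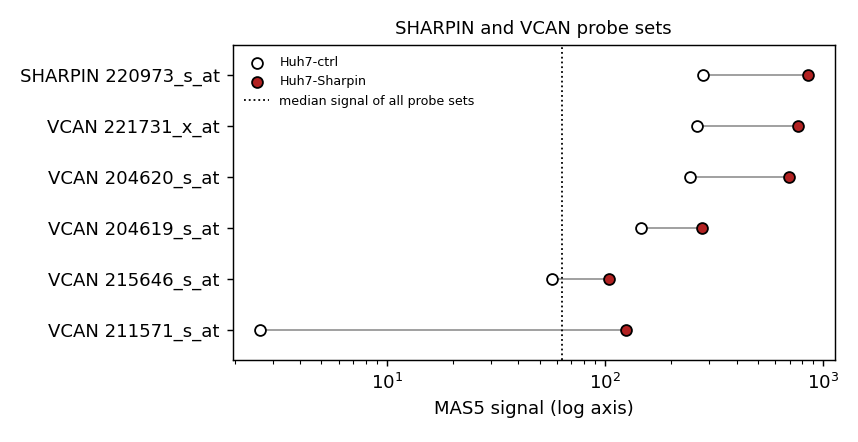
MAS5 signals (horizontal log axis) of the SHARPIN probe set and of the 5 VCAN probe sets in Huh7-ctrl (open circles) and Huh7-Sharpin (filled circles), 1 array each, with the median signal of all probe sets as a dotted line. The brightest VCAN probe set goes from 263 to 769, and the probe set of Table 2, at the bottom, goes from 2.61, below the dotted line, to 125.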

We found that Versican expression was significantly increased when Sharpin was overexpressed (Table 2). The increased expression of total Versican in Huh7-Sharpin cells was confirmed via qRT-PCR and western blotting with pan-Versican antibody (Figure 3a). Levels of the V1 isoform were significantly higher in tumor tissues than in normal tissue, as previously reported.^19^ The other Versican isoforms, V2 and V3, were expressed at significantly lower levels in the liver (Figure 3a).

Immunohistochemical analysis confirmed total Versican expression in the extracellular matrix and cytoplasm, consistent with the results of a previous report^20^ (Figure 3b). Versican expression was significantly higher in HCC than in surrounding noncancerous liver tissue (*P*<0.05, Wilcoxon signed-rank test). Furthermore, a positive correlation between Sharpin and Versican expression was observed in HCC (*P*<0.05, Fisher's exact probability test; Figure 3b).

We knocked down Versican in Huh7-Sharpin cells to assess if it is involved in Sharpin-mediated HCC invasion. Cell invasion rates were significantly lower in Versican knockdown cells than in Huh7-Sharpin cells (Figure 3c). Knocking down of Versican in HepG2 cells also attenuated HCC invasion (Supplementary Figure S4), indicating that Versican plays a role in Sharpin-mediated HCC invasion.

### Sharpin transactivates Versican expression

Sharpin is reported to act as a coactivator of a transcription factor;^11^ therefore, we examined the effect of Sharpin on Versican expression.

To investigate the effect of Sharpin on Versican transcription, 293 T cells were cotransfected with a Versican promoter and Sharpin expression plasmids and then assayed for luciferase activity. The introduction of Sharpin induced significant Versican promoter activity when the wild-type Versican promoter was used. Sharpin did not induce Versican promoter activity when the −492 mutant Versican promoter that was mutated in a putative TCF/LEF-binding site localized at a position −492 bp from the transcription start site was used (Figure 4a).^21^ We found that the NZF domains of Sharpin were responsible for Versican expression (Figure 4b). As previously reported, introduction of Sharpin–HOIP, but not Sharpin alone, induced NF-κB transcriptional activity (Supplementary Figure S5),^5^ suggesting that this Versican upregulation may occur through NF-κB-independent mechanisms.

We employed the TOP/FOP reporter system using the dual-luciferase kit to assess the transcriptional activity of β-catenin and Sharpin. The introduction of Sharpin alone did not induce significant TOP/FOP reporter activation. However, the cotransfection of Sharpin and β-catenin synergistically increased reporter activity more than β-catenin alone (Figure 4c). LiCl, a GSK-3β inhibitor that leads to increased expression of β-catenin protein and the activation of the Wnt/β-catenin pathway, synergistically increased both Sharpin-induced Versican promoter activation (Figure 4d) and Versican mRNA expression (Figure 4e).

These data indicate that Sharpin-induced Versican transcription acts synergistically with the Wnt/β-catenin pathway.

### Sharpin may act as a coactivator for β-catenin

A chromatin immunoprecipitation (ChIP) assay was performed to examine whether Versican transcription is directly regulated by Sharpin. DNA samples were prepared from Huh7-Sharpin and control cells treated with LiCl or mock (NaCl). ChIP data from control cell DNA indicated the enrichment of β-catenin, not Sharpin, in the promoter region of Versican genes, which is located 0–500 bp upstream of the transcription start site (Figure 5a).

Immunoprecipitation showed that Sharpin interacted with endogenous β-catenin (Figure 5b). Immunoprecipitation using deletion mutants of Sharpin, Sharpin (1–351) and Sharpin (1–221) showed that only full-length Sharpin bound endogenous β-catenin efficiently (Figure 5b).

Sharpin-expressing Huh7 cells stimulated with LiCl were examined by immunocytochemistry to microscopically assess the subcellular localization of Sharpin and β-catenin. As previously reported, Sharpin was localized both in the cytoplasm and in the nucleus, whereas endogenous β-catenin was mainly localized in the cytoplasm near the cell membrane (Figure 5c, Huh7-Sharpin, left).^12^ Upon stimulation with LiCl, β-catenin entered the nucleus and Sharpin was relocalized into the nucleus (Figure 5c, Huh7-Sharpin, right). Overexpression of Sharpin did not affect the localization of endogenous β-catenin with or without LiCl stimulation (Figure 5c, Huh7-ctrl). Taken together, the above observations indicate that Sharpin facilitates the recruitment of β-catenin to its promoters but not its nuclear translocation.

These results suggest that Sharpin recruits β-catenin to the Versican promoter region upon Wnt signaling activation.

### Sharpin promotes the tumorigenesis of hepatoma cells *in vivo*

We investigated whether the role of Sharpin in cell invasion significantly contributes toward tumorigenic potential of HCCs *in vivo*. Huh7-ctrl and Sharpin-expressing Huh7 cells (1 × 10^7^) were injected into nude mice via the splenic vein (*n*=6). The growth of hepatic tumors originating from Huh7-Sharpin and Huh7-ctrl cells were compared after 5 weeks.

Tumor formation in the liver was markedly greater in mice injected with Huh7-Sharpin cells than in control mice. No visible tumor was observed in mice injected with Huh7-ctrl cells (Figure 6a). The sizes and numbers of liver tumors formed were significantly greater in mice treated with Huh7-Sharpin cells than in controls (Figure 6b). Notably, the percentage of tumor formations in the portal or hepatic vein was significantly greater in Huh7-Sharpin-treated mice than in control mice (*P*<0.05, two-tailed Student's *t*-test; Figure 6b). However, no metastatic lung nodule was observed in either group. Expression of Sharpin and Versican was confirmed by immunohistochemistry (Figure 6c).

These results suggest that Sharpin contributes to tumor formation *in vivo*.

## Discussion

An important role of Sharpin is as a component of the linear polyubiquitin chain protein complex that activates NF-κB signaling.^5, 6, 7^ However, the deletion of each molecule in the LUBAC results in a different phenotype. For instance, homozygous inactivating Sharpin mutation in mice triggers the development of severe multiorgan inflammation with a prominent chronic proliferative dermatitis phenotype.^22^ By contrast, HOIL-1 knockout mice are viable and phenotypically normal.^23^ HOIP knockout in mice causes embryonic lethality by aberrant TNFR1-mediated endothelial cell death,^24^ indicating that these genes have distinct roles in except for NF-κB signaling.

Several studies have shown that Sharpin is involved in tumor growth and invasion through NF-κB activation.^13^ We speculated that this invasive property is also NF-κB dependent. However, TNF-α stimulation did not enhance Huh7 cell invasion in our *in vitro* experimental settings. In addition, Sharpin overexpression alone did not activate NF-κB signaling. HOIL, the catalytic subunit of the LUBAC that generates the linear polyubiquitin chain, is required for full activation.^5^ It is still possible that NF-κB signaling is required for this phenomenon as the NZF and UBL domains of Sharpin are required. These domains also seem to be required for β-catenin binding for downstream activation. These results indicate that Sharpin has the ability to promote HCC invasion, at least in part through NF-κB-independent mechanisms. Although Sharpin is mainly localized in the cytoplasm, a small fraction of Sharpin is localized in the nucleus^10,12^ showing that Sharpin could function as a coactivator of a specific transcription factor. Sharpin expression alone and Wnt pathway activation induced only a modest activation of the Versican promoter. However, Sharpin expression with Wnt pathway activation synergistically enhanced Versican transcription. One possibility is that Sharpin may determine and stabilize β-catenin recruitment onto the Versican promoter region.

Versican consists of four isoforms: V0, V1, V2 and V3. Each isoform has distinct roles. V1 has been shown to have cancer-promoting functions, such as enhancing cell proliferation, inducing apoptosis resistance, inhibiting cell adhesion, and promoting cell motility.^18^ Although there are several reports of Versican in tumor invasion, the mechanisms underlying how Versican enhances invasion or metastasis remain poorly understood. One study showed that Versican acts on macrophages through TLR2/TLR6, leading to the production of inflammatory cytokines that enhance metastasis.^25^ A recent study has shown that forkhead box Q1-induced VersicanV1 expression promotes HCC metastasis.^20^ Our *in vitro* invasion assay showed that knocking down Versican in HCC without macrophages reduced HCC invasion, suggesting that it is partially independent of macrophages. Although Versican is an extracellular matrix protein, Versican is also expressed in the liver cytoplasm and functions as an invasion enhancer.^20^ Versican transcription is regulated not only by TCF, but also by p53^26^ and AP-1.^27^ However, p53 and AP-1 did not affect Versican transcription in HCC cells (data not shown), indicating that the regulation of Versican transcription is cell type-specific.

Our *in vivo* experiment provides evidence that Sharpin and Versican expression promote HCC formation, especially in either the portal vein or hepatic vein *in vivo*. Although distant lung metastasis was not observed, Sharpin increased tumor progression *in vivo*.

In conclusion, we have shown that Sharpin plays a novel role in HCC progression. A Sharpin/Versican axis could be an attractive therapeutic target for this currently untreatable cancer.

## Materials and methods

### Cell lines and transfection

The human hepatoma cell lines Huh7, Hep3B, HLE, JHH7 and SkHep1 were obtained from the Japanese Collection of Research Bioresources (Osaka, Japan). HepG2 and PLC/PRF/5 were obtained from RIKEN Cell Bank (Tsukuba, Japan) and the embryonic kidney cell line 293 T was from the American Type Culture Collection (Manassas, VA, USA)

JHH7 was maintained in William's E Medium (Sigma, St Louis, MO, USA) containing 10% heat-inactivated fetal bovine serum (FBS). Other cell cultures were maintained in Dulbecco's modified Eagle's medium (DMEM; Sigma) containing 10% heat-inactivated FBS. The cells were transfected using the Effectene Transfection Reagent (Qiagen, Hilden, Germany) according to the manufacturer's instructions.

### Antibodies and reagents

Mouse monoclonal anti-flag M2 (DYKDDDDK) antibody and its agarose-conjugated form, anti-Sharpin, and anti-β-actin were purchased from Sigma. Cell Signaling (Beverly, MA, USA) provided rabbit anti-β-catenin, Novus Biologicals (Littleton, CO, USA) provided anti-pan-Versican, and Molecular Probes (Eugene, OR, USA) provided Alexa Fluor 488 goat anti-mouse IgG secondary antibody and Alexa Fluor 555 goat anti-rabbit IgG secondary antibody. Bethyl Laboratories (Montgomery, TX, USA) provided mouse anti-β-catenin antibody. Anti-mouse and rabbit IgG, horseradish peroxidase (HRP)-linked antibodies were purchased from Amersham Biosciences (Uppsala, Sweden).

Other chemicals and reagents were from Sigma unless otherwise specified.

### Plasmids

The human Sharpin and HOIL-1L expression plasmids, pcDNA3.1 human flag-Sharpin and pcDNA3.1 human HOIL-1L-His6-HA, were kindly provided by Dr Kazuhiro Iwai (Department of Molecular and Cellular Physiology, Graduate School of Medicine, Kyoto University, Kyoto, Japan). Full-length Sharpin and its deletion fragments were amplified by PCR and subcloned into pcDNA3.1; thus, pcDNA3.1 flag-Sharpin (1–351) and flag-Sharpin (1–221) were obtained.

The wild-type and mutant Versican reporters (wt-Versican-Luc and -492mut-Versican-Luc) were kindly provided by Dr Bruce M. McManus (Department of Pathology and Laboratory Medicine, University of British Columbia, Vancouver, Canada).^21^

The lentiviral vector used for knockdowns and protein expression, pTY-shRNA-EF1a-puroR-2a-Flag, has been described previously.^28^ Full-length and deletion mutants of Sharpin were cloned into the vector, resulting in pTY-Sharpin FL, pTY-Sharpin (1–351) and pTY-Sharpin (1–221), respectively.

The plasmid pNF-κBLuc, containing the *Photinus pyralis* (firefly) luciferase reporter gene driven by a basic promoter element (TATA box) plus five repeats of the binding site for NF-κB (TGGGGACTTTCCGC), was purchased from Stratagene (La Jolla, CA, USA). The plasmid pRL-TK, featuring a *Renilla reniformis* (sea pansy) luciferase driven by the herpes simplex virus thymidine kinase promoter, was purchased from Promega (Madison, WI, USA). TOPflash/FOPflash reporter plasmid system for the detection of β-catenin-driven Wnt-transcriptional activity was described previously.^29^

### Human clinical samples

Surgically resected HCCs were used for quantitative reverse transcription-PCR (qRT-PCR) analysis. Samples were obtained from patients who underwent hepatectomy for HCC at the University of Tokyo between November 2013 and October 2014. These procedures were approved by the Ethical Committee for Clinical Research of our institution and written informed consent was obtained from each patient. The clinical diagnosis of all samples as HCC was confirmed by the Department of Pathology at the University of Tokyo Hospital.

### Quantitative reverse transcription-PCR

Total RNA was extracted from cultured cells using NucleoSpin RNAII (Takara, Tokyo, Japan). The purified RNA was reverse transcribed using the ImProm-II Reverse Transcription system (Promega) and amplified by RT-PCR. The qRT-PCR analysis was performed using a PCR mixture containing a complementary DNA sample, forward and reverse primers, and the Power SYBR Green master mix (Applied Biosystems, Foster City, CA, USA), using the ABI PRISM 7000 Quantitative PCR system (Applied Biosystems) according to the manufacturer's instructions. The amount of PCR product was normalized against GAPDH as an internal control.

The following primer pairs were used: Sharpin forward: 5′-CAACCCTCAGGAAGCTCAG-3′ and reverse: 5′-CTTGCTGCCATTCTGTCCT-3′ GAPDH forward: 5′-ATGACATCAAGAAGGTGGTG-3′ and reverse: 5′-CATACCAGGAAATGAGCTTG-3′ Versican total forward: 5′-CAAGCATCCTGTCTCACGAA-3′ and reverse: 5′-CAACGGAAGTCATGCTCAAA-3′ Versican V0 forward: 5′-GACCTCAGGCGCTTTC-3′ and reverse: 5′-CAGTGGTAACGAGATGCTTC-3′ V1 forward: 5′-GCGCCACCCTGTGAC-3′ and reverse: 5′-CAGTGGTAACGAGATGCTTC-3′ V2 forward: 5′-GACCTCAGGCGCTTTC-3′ and reverse: 5′-TAGCACTGCCCTTGGA-3′ V3 forward: 5′-TGGAGGTGGTCTACTTGG-3′ and reverse: 5′-TCACATGTCTCGGTATCTTG-3′.

### Immunoblotting

Immunoblotting of cell lysates was performed as described previously.^30^ An HRP-conjugated secondary antibody (Amersham Biosciences) was used at a 1:5000 dilution. Protein–antibody complexes were detected using ECL Plus (Amersham Biosciences).

### Immunohistochemistry

Tissue arrays containing HCC tissue and adjacent non-cancerous liver tissues were purchased from US Biomax (Rockville, MD, USA). Slides were deparaffinized and antigen retrieval was performed by incubating slides at 120 °C in 10 mM sodium citrate buffer (pH 6.0) for 20 min. To minimize nonspecific background staining, endogenous peroxidase activity was blocked by incubation in 3% hydrogen peroxide buffer for 10 min and slides were blocked in 5% normal goat serum for 10 min at room temperature. Primary antibodies were applied overnight at 4 °C and incubated with HRP-conjugated secondary antibody (Nichirei Bioscience, Tokyo, Japan) for 30 min. Antibody binding was visualized by incubation in 3,3′-diaminobenzidine in buffered substrate (Nichirei Bioscience) for 10 min. Slides were finally counterstained with hematoxylin and mounted using mounting medium. The staining intensity was classified into two categories: no or faint staining was ranked as (−), and moderate or dark staining was ranked as (+).

### Cell proliferation assay

The cell proliferation assay was performed as described in the manufacturer's protocol. Briefly, cells were seeded in 96-well plates at a density of 4 × 10^3^ cells per well. The number of viable cells in triplicate wells was determined using the Cell Counting Kit-8 (Dojindo Molecular Technologies, Rockville, MD, USA).

### Lentivirus-mediated introduction of transgene

Transgene experiments were performed as previously described using pTY-based lentiviruses expressing specific Sharpin proteins (pTY-Sharpin FL, pTY-Sharpin (1–351) and pTY-Sharpin (1–221)).^28^ We infected indicated cells with lentiviruses expressing Sharpin in the presence of 8 μg/ml polybrene. After 24 h, stably transfected cells were selected with puromycin (2 μg/ml) and the cell pool was established.

### Matrigel invasion assay

The matrigel invasion assay was performed using the Biocoat Matrigel Invasion Chamber from BD (Franklin Lakes, NJ, USA) according to the manufacturer protocol. In brief, 5 × 10^4^ cells were plated in the upper chamber in serum-free media. The bottom chamber contained DMEM media with 10% FBS. After 24 h, the bottom of the chamber insert was fixed and stained with Diff-Quick stain (Sysmex, Kobe, Japan). Cells on the stained membrane were counted under a microscope. Each membrane was divided into four quadrants and an average from all four quadrants was calculated. At least two chambers were used for each group. Each matrigel invasion assay was performed at least three times. Relative cell invasion was normalized to that of control cells.

### RNA interference-mediated transient knockdown

RNA interference (RNAi)-mediated knockdowns were performed using RNAiMax (Invitrogen) according to the manufacturer's instructions. Ambion supplied 21-bp small interfering RNA (siRNA) nucleotide sequences targeting the coding sequences of Sharpin and Versican.

Two oligonucleotides targeting the Sharpin and Versican transcripts were designed as follows: siSharpin1 (5′-GGCUGCAGGUCACACUUGATT-3′) and siSharpin2 (5′-CCACCGUGGAAGGACAGAATT-3′); siVersican1 (5′-GGAAGAUGGGCUAUACCUATT-3′) and siVersican2 (5′-GUGUUCAACCUUAAUAGUATT-3′).

### Analysis of gene expression using complementary DNA array assays

Total RNA was extracted from Huh7-Sharpin and Huh7-ctrl cells and used for GeneChip Human Genome U133 Plus 2.0 Array analysis (Affymetrix, Santa Clara, CA, USA). Probe design files and microarray data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE87149.

### Luciferase assays

Luciferase assays were performed as previously described.^31^ Briefly, ~4 × 10^4^ 293 T cells were plated into each well of a 12-well tissue culture plate (Iwaki Glass, Chiba, Japan) 24 h before transfection. The complexes, containing a total of 0.3 μg of plasmid (0.05 μg reporter plasmid, 0.01 μg pRL-TK, and 0.24 μg of other plasmids), were transiently transfected into 293 T cells. The cells were collected 48 h after transfection and assayed for luciferase activity using the PicaGene dual sea pansy system (Toyo Ink, Tokyo, Japan). Firefly luciferase activity was measured as relative light units using a luminometer (Lumat LB9507, EG and G Berthold, Bad Wildbad, Germany). pRL-TK was used to standardize transfection efficiency. Independent experiments were performed at least three times.

### Chromatin immunoprecipitation

The control and Sharpin Huh7 cells were stimulated with lithium chloride (LiCl) or mock (Sodium chloride; NaCl) and were cross-linked by incubation in 1% formaldehyde-containing medium for 10 min at 37 °C, followed by sonication to produce soluble chromatin with DNA fragments of ~500 bp. Antibodies against β-catenin (Bethyl Laboratories) and FLAG M2 beads were used to precipitate DNA fragments bound by their corresponding elements. The protein–DNA complex was collected with protein G-Sepharose beads (Invitrogen), eluted and reverse cross-linked. Following treatment with protease K, the samples were extracted with phenol–chloroform and precipitated with ethanol. The recovered DNA was resuspended in TE buffer and used for PCR amplification. The PCR primers for the target promoter are as follows: forward 5′-GCGTAAACACGCTGTAACCA-3′ and reverse 5′-GCAGGCCAGCAATAGACAAT-3′.

### Immunoprecipitation and immunoblotting

Immunoprecipitation was performed as previously described.^31^ Cells were lysed in lysis buffer ((50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5% (w/v) NP-40, and the protease inhibitor cocktail Complete Mini (Roche)) and centrifuged at 15,000 *g* for 20 min at 4 °C. Cellular proteins were immunoprecipitated with antibody for 1 h at 4 °C and with protein G-Sepharose (Invitrogen) for 1 h at 4 °C. After the beads were washed with wash buffer ((50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5% (w/v) NP-40)), the bound proteins were eluted by boiling in SDS sample buffer.

### Immunofluorescence microscopy

Huh7 cells were seeded in a slide flask (Nalge Nunc, Naperville, IL, USA) at a density of 3 × 10^4^ cells/cm^2^ and stimulated with LiCl for 48 h. The cells were then fixed with 2% paraformaldehyde for 10 min at room temperature, rinsed with PBS and permeabilized with 0.25% Triton X-100/PBS for 10 min. The cells were then rinsed with PBS and incubated with anti-FLAG M2 or β-catenin antibodies for 1 h at room temperature, followed by incubation with Alexa Fluor 488 goat anti-mouse or 555 goat anti-rabbit IgG secondary antibody (1:100 dilution) for 1 h at room temperature. Cell nuclei were stained with DAPI (Sigma). The cells were mounted with DAKO Fluorescent mounting medium (DAKO, Carpinteria, CA, USA). Fluorescence images were captured using DP2-BSW software (Olympus, Tokyo, Japan).

### *In vivo* tumorigenic experiments

BALB/c nude mice (8 weeks old, male) were purchased from CLEA Corp. (Tokyo, Japan). All procedures involving experimental animals were performed in accordance with protocols approved by the Institutional Committee for Animal Research of the University of Tokyo and complied with the USPHS Policy on Humane Care and Use of Laboratory Animals. Huh7 cells (1 × 10^7^) were injected into the splenic vein of six nude mice. After 5 weeks, the mice were anesthetized with pentobarbital sodium (120 mg/kg) and tumor formation in the liver was analyzed. The experiments were performed in a non-randomized and non-blinded manner.

### Statistics

All numerical values are expressed as the mean±s.d. of at least three independent experiments. Spearman's analysis of correlation analyses, Wilcoxon signed-rank tests, two-tailed Student's *t*-tests, and Fisher's exact probability tests were used for statistical analysis. Values of *P*<0.05 were deemed to indicate statistical significance.

## Figures and Tables

**Figure 1:**
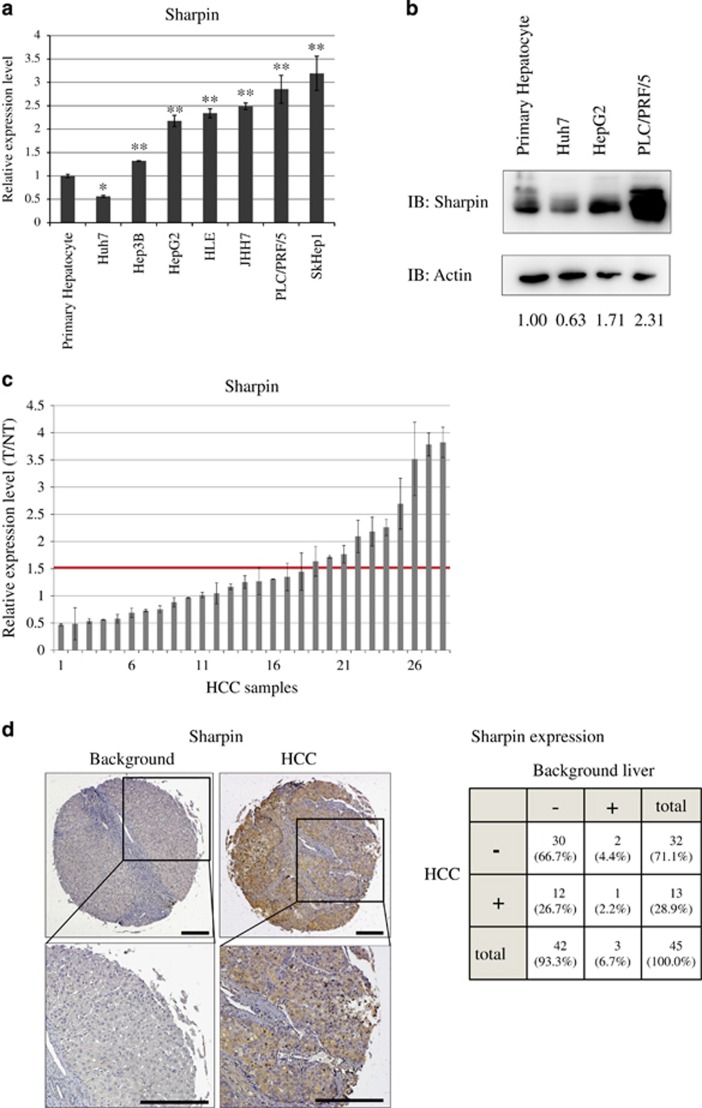
Sharpin expression is high in hepatocellular carcinoma. (**a**) Sharpin mRNA expression in hepatoma cell lines. Values were internally normalized by GAPDH mRNA. Data represent the mean±s.d. (*P<0.05, **P<0.01, two-tailed Student's *t*-test). (**b**) Sharpin protein expression in hepatoma cell lines. Numbers below the panels indicate Sharpin protein levels normalized by actin levels. (**c**) Sharpin mRNA expression in surgically resected HCC samples (T/NT, tumor/non-tumor ratio). Values were internally normalized by GAPDH mRNA (*n*=28). (**d**) Immunohistochemical analysis of Sharpin protein expression in HCC and surrounding tissues (background liver). The lower panels display magnified images of the boxed areas in the upper panels. The staining intensity was classified into two categories: no or faint staining was ranked as (−) (background in this case), and moderate or dark staining was ranked as (+) (HCC in this case). Representative case is shown. Scale bars, 100 μm. Grid summarizing Sharpin immunohistochemical staining data from 45 cases (right). Sharpin expression was significantly higher in HCC than in surrounding tissues (*P*<0.05, Wilcoxon signed-rank test).

**Figure 2:**
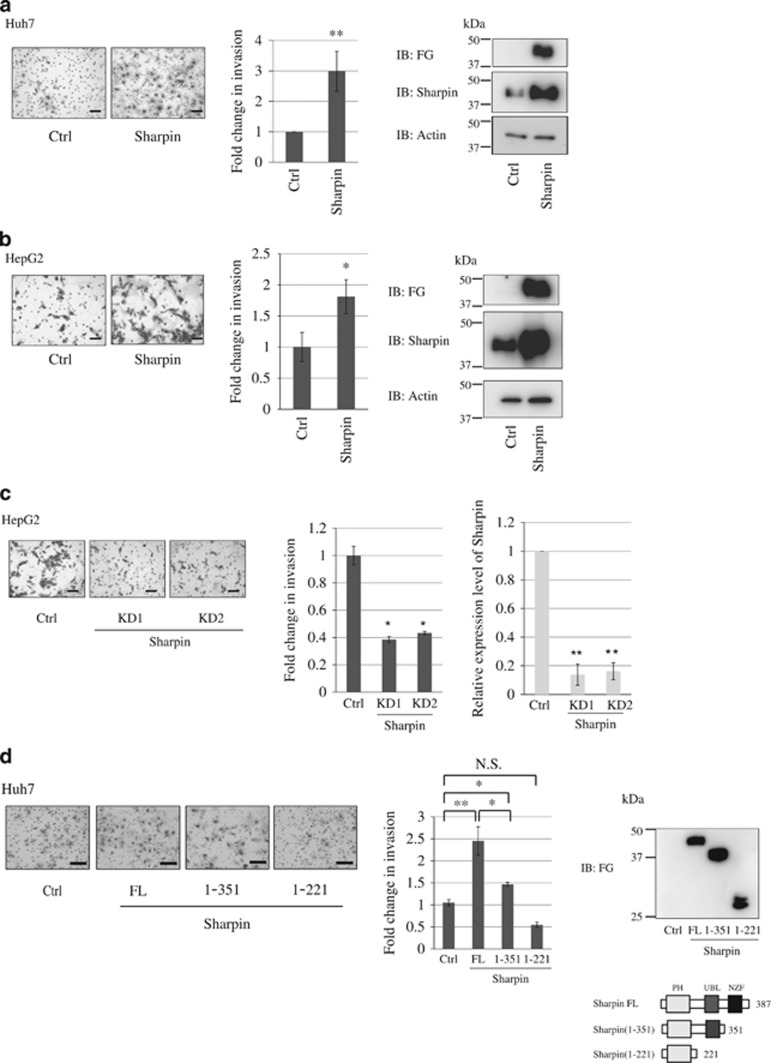
Sharpin promotes HCC invasion. (**a**) Increased expression of Sharpin-enhanced HCC cell invasion. Sharpin-expressing stable Huh7 cells (Huh7-Sharpin) and control cells (Huh7-ctrl) were established using a lentiviral vector and the degree of cell invasion was examined using Matrigel cell invasion chambers. Representative images of stained invaded cells (left). The relative cell invasion ratio after normalization to control cell invasion levels (middle). Data represent the mean±s.d. of three independent experiments. Scale bar, 100 μm (**P<0.01, two-tailed Student's *t*-test). Immunoblotting shows expression of FG-Sharpin protein in Sharpin-Huh7 cells (right). The molecular masses of the protein standards are indicated. (**b**) Sharpin-expressing stable HepG2 cells (HepG2-Sharpin) and control cells (HepG2-ctrl) were established using a lentiviral vector, and the degree of cell invasion was examined using Matrigel cell invasion chambers (middle) (*P<0.05, two-tailed Student's *t*-test). Representative images of stained invaded cells (left). Immunoblotting shows expression of FG-Sharpin protein in Sharpin-HepG2 cells (right). (**c**) Decreased Sharpin expression by RNA interference inhibited invasion of HCC cells. Endogenous Sharpin was knocked down in HepG2 cells and an invasion assay was performed 48 h later. Representative images of stained invaded cells (left). The relative cell invasion ratio after normalization to control cell invasion levels (middle). Expression level of Sharpin mRNA in HepG2 cells are shown (right). (**d**) UBL and NZF domains of Sharpin are indispensable for invasion of HCC cells. Full-length (FL) Sharpin and its deletion mutants Sharpin (1–351) and Sharpin (1–221) were established using lentiviral vectors and examined for HCC invasion (Huh7-Sharpin(1–351) and Huh7-Sharpin(1–221)) (middle). Representative images of stained invaded cells (left). Cell lysates were immunoblotted with the corresponding antibodies (right). The molecular masses of the protein standards are indicated. Scheme of Sharpin deletion mutants is shown (bottom) (NS, not significant; two-tailed Student's *t*-test).

**Figure 3:**
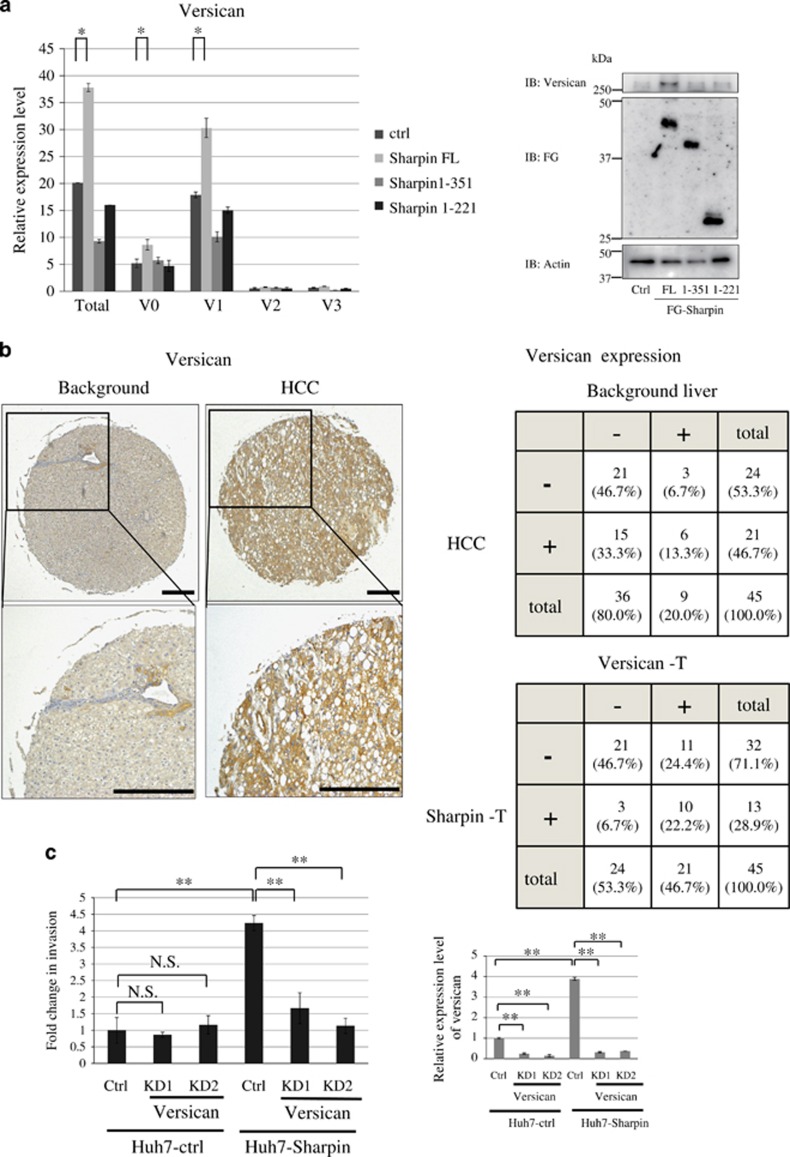
Versican is upregulated in Sharpin-expressing stable cells. (**a**) Versican expression in Huh7-Sharpin, Huh7-Sharpin(1–351) and Huh7-Sharpin(1–221), as examined by quantitative real-time PCR (left) and western blotting (right). Values were internally normalized by GAPDH mRNA (mean±s.d.; *P<0.05, two-tailed Student's *t*-test). (**b**) Immunohistochemical analysis of Versican protein expression in HCC and surrounding tissues (background liver). The lower panels display magnified images of the boxed areas in the upper panels. The staining intensity was classified into two categories: no or faint staining was ranked as (−) (background in this case), and moderate or dark staining was ranked as (+) (HCC in this case). Representative case is shown. Scale bars, 100 μm. Grid summarizing Versican immunohistochemical staining data from 45 cases. Versican was significantly overexpressed in HCC relative to surrounding tissues (*P*<0.05, Wilcoxon signed-rank test). Grid summarizing Sharpin and Versican immunohistochemical staining data in HCC from 45 cases. A positive correlation between Sharpin and Versican expression was observed in HCC (*P*<0.05, Fisher's exact probability test). (**c**) Increased expression of Versican enhanced invasion of HCC cells. Versican was knocked down in Huh7-Sharpin or Huh7-ctrl cells and an invasion assay was performed (left). Data represent the mean±s.d. of three independent experiments. Versican expression was determined by qRT-PCR (right) (NS, not significant; **P<0.01, two-tailed Student's *t*-test).

**Figure 4:**
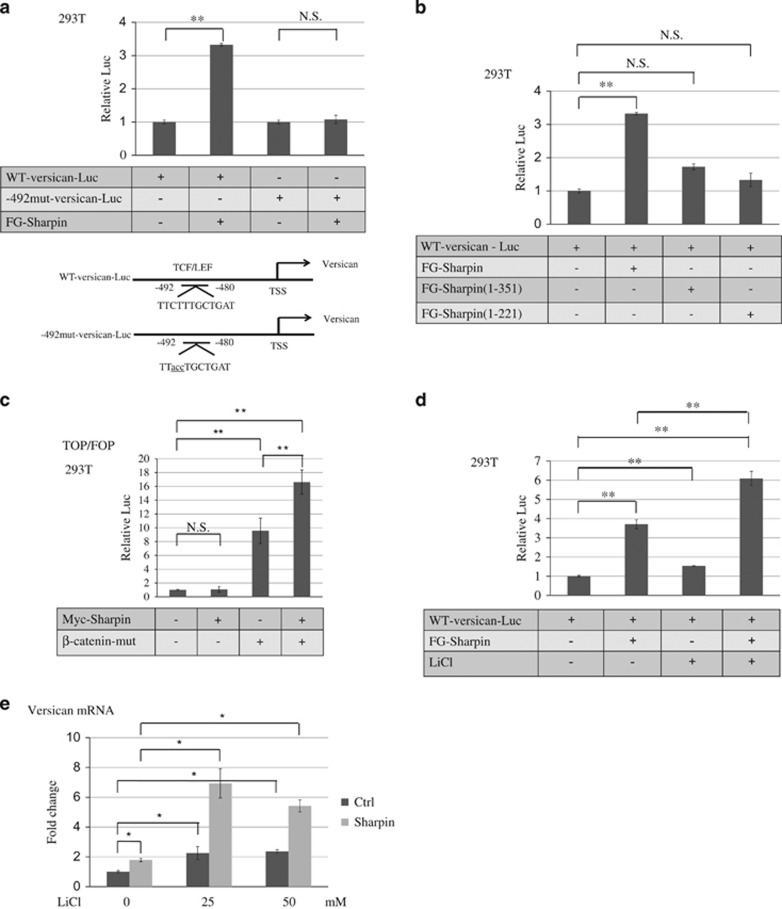
Sharpin transactivates Versican expression. (**a**) Sharpin activates Versican transcription through the TCF/LEF binding region. 293 T cells were cotransfected with WT-Versican-luc/-492 mut-Versican-luc and FG-Sharpin expression vector. Cell lysates were collected 48 h later and luciferase assays were performed. Values were internally normalized to *Renilla* (mean±s.d.; **P<0.01, NS, not significant, two-tailed Student's *t*-test). (**b**) NZF and UBL domains of Sharpin are indispensable for Versican transcription. HEK293T cells were transiently transfected with full-length Sharpin and its deletion mutants of Sharpin together with WT-Versican-luc. Cell lysates were collected 48 h later and luciferase assays were performed. (**c**) Sharpin synergistically activates TOP/FOP system with the Wnt pathway. HEK293T cells were transiently transfected with Sharpin and/or β-catenin together with TOP/FOP flash plasmids. Cell lysates were collected 48 h later and luciferase assays were performed. (**d**) Sharpin synergistically activates Versican transcription with the Wnt pathway. HEK293T cells were transiently transfected with FL Sharpin together with WT-Versican-luc and simultaneously stimulated with LiCl for 48 h. Cell lysates were collected and luciferase assays were performed. (**e**) Sharpin synergistically activates Versican mRNA with Wnt pathway activation. Huh7-Sharpin or Huh7-ctrl cells were stimulated with LiCl for 48 h and Sharpin mRNA expression was examined by qRT-PCR (*P<0.05, two-tailed Student's *t*-test).

**Figure 5:**
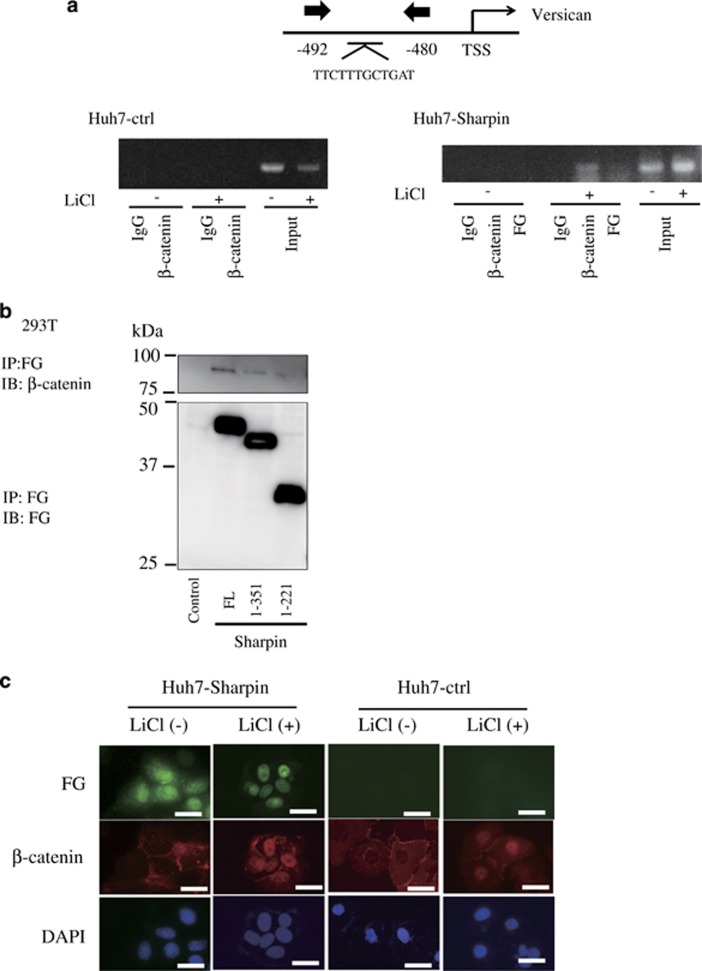
Sharpin may act as a coactivator for Versican expression. (**a**) Chromatin immunoprecipitation analysis was performed using Huh7-Sharpin or Huh7-ctrl cells 48 h after LiCl treatment. Antibodies used were mouse anti-β-catenin antibody and mouse anti-FG antibody with respective control IgG. (**b**) Sharpin interacts with β-catenin in its carboxyl terminus region. 293 T cells were transfected with FG-Sharpin or its deletion mutants Sharpin (1–351) and Sharpin (1–221), and immunoprecipitation was performed. (**c**) Subcellular localization of Sharpin and β-catenin in Huh7-Sharpin and Huh7-ctrl cells after LiCl stimulation (48 h). Localization of Sharpin (green) and β-catenin (red) are shown. The nuclei were stained with DAPI (blue). Scale bars, 10 μm.

**Figure 6:**
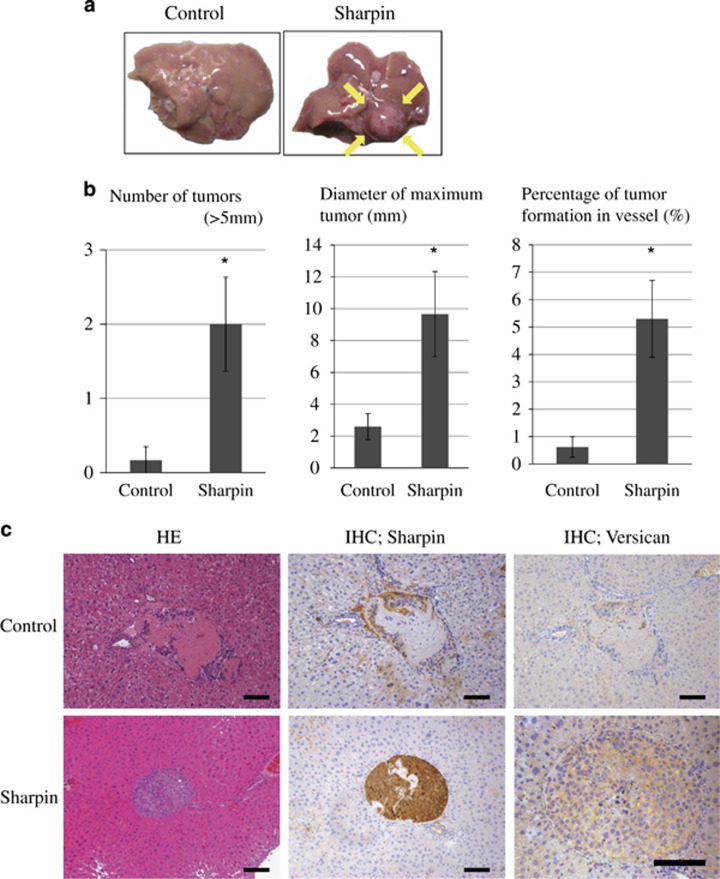
Sharpin promotes the tumorigenesis of hepatoma cells *in vivo*. (**a**) Huh7-Sharpin or Huh7-ctrl cells were injected into the splenic vein of nude mice. After 5 weeks, mice injected with Huh7-Sharpin cells developed more liver tumors than mice transplanted with Huh7-ctrl cells. Representative case is shown. Arrows indicate the liver tumor formed. (**b**) Number of tumors, diameter of maximum tumor and percentage of tumor formation in the vessel are shown (*n*=6, *P<0.05, two-tailed Student's *t*-test). (**c**) Representative images of Sharpin and Versican immunostaining of mouse tumor tissues are shown: hematoxylin and eosin-stained sections ( × 200, left), Sharpin-stained sections ( × 200, middle) and Versican-stained sections ( × 200 and × 400, right). Scale bar, 50 μm.

**Table 2:** Increased expression of genes in stably Sharpin-expressing Huh7 cells compared with wild-type cells

*Representative public ID*	*Gene symbol*	*Gene title*	*Log2 ratio*
AL137717	ANKRD36BP2	Ankyrin repeat domain 36B pseudogene 2	6.50
AI770005	PKHD1	Polycystic kidney and hepatic disease 1 (autosomal recessive)	5.73
BC041438	—	—	5.58
D32039	VCAN	Versican	5.58
BC035679	—	—	5.44
BC040319	LOC339622	Uncharacterized LOC339622	5.39
AI378647	F2RL2	Coagulation factor II (thrombin) receptor-like 2	5.14
BC022036	LOC401497	Uncharacterized LOC401497	5.09
NM_004437	EPB41	Erythrocyte membrane protein band 4.1 (elliptocytosis 1, RH-linked)	5.09
AI138237	C20orf62	Chromosome 20 open reading frame 62	5.00

**Table 1:** Spearman's analysis of correlation between Sharpin expression and clinico-pathological parameters

*Variable*	*ρ*	P-*value*
Tumor size	0.4015	0.0342
Histological grading	0.5323	0.0043

# Supplementary material for: Sharpin promotes hepatocellular carcinoma progression via transactivation of Versican expression
**Source:** Oncogenesis. 2016 Dec 12;5(12):e277–. doi: 10.1038/oncsis.2016.76
**Supplement:** Supplementary Material

**Supplementary information to:**

**Sharpin promotes hepatocellular carcinoma progression via transactivation of versican expression**

Yasuo Tanaka, Keisuke Tateishi, Takuma Nakatsuka, Yotaro Kudo,

Ryota Takahashi, Koji Miyabayashi, Keisuke Yamamoto, Yoshinari Asaoka,

Hideaki Ijichi, Ryosuke Tateishi, Junji Shibahara, Masashi Fukayama,

Takeaki Ishizawa, Kiyoshi Hasegawa, Norihiro Kokudo, and Kazuhiko Koike

**Supplementary Figure S1. Proliferation assay revealed no significant difference in cell growth between control and Sharpin-expressing cells**

Huh7-Sharpin and control cells were seeded in 96-well plates at a density of 4

× 10^3^ cells per well. The number of viable cells in triplicate wells was determined using

the Cell Counting Kit-8 at days 1, 2, and 3. Data represent the mean ± SD (N.S.: not significant, two-tailed Student’s t-test).

**Supplementary Figure S2. The effect of Sharpin knockdown in Huh7 cells for invasive property**

Endogenous Sharpin was knocked down in Huh7 cells and an invasion assay was performed 48 h later. Representative images of stained invaded cells (left). The relative cell invasion ratio after normalization to control cell invasion levels (middle). Expression level of Sharpin mRNA in Huh7 cells are shown (right). Data represent the mean ± SD (N.S.: not significant, * p < 0.05, two-tailed Student’s t-test).

**Supplementary Figure S3. TNF α stimulation did not enhance HCC invasion**

Huh7-Sharpin and control cells were established using a lentiviral vector and the degree of cell invasion was examined using Matrigel cell invasion chambers with TNF-α stimulation (50 ng/ml). The relative cell invasion ratio after normalization to control cell invasion levels is shown. Data represent the mean ± SD (N.S.: not significant, two-tailed Student’s t-test).

**Supplementary Figure S4. Knockdown of Versican inhibited invasion of HCC cells.**

Versican was knocked down in HepG2 cells and an invasion assay was performed. Representative images of stained invaded cells (left). The relative cell invasion ratio after normalization to control cell invasion levels (middle). Versican expression was determined by qRT-PCR (right). Data represent the mean ± SD (* p < 0.05, two-tailed Student’s t-test).

**Supplementary Figure S5. Overexpression of Sharpin alone did not induce NF-κB activation**

293T cells were cotransfected with pNF-κBLuc and Myc-HOIP, FG-Sharpin

and its deletion mutants (FG-Sharpin (1–351) and (1–221)) expression vector. Cell

lysates were collected 48 h later and luciferase assays were performed. Values were

internally normalized to Renilla (mean ± SD) (* p < 0.05, two-tailed Student’s t-test).

How the deposited data were processed for this re-analysis (not part of the article)

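RNA of Huh7-ctrl and Huh7-Sharpin cells was measured on the GeneChip Human Genome U133 Plus 2.0, a 1-colour array, with 1 array for each condition. The authors deposited 1 intensity per probe set and array, a MAS5 signal on a linear scale with no value below 0. The version of MAS5, the scaling target, detection calls and any filter on dim signals are not given in the sources used here. The paper words its counts as genes and does not say how probe sets were combined. The deposited intensities were used as scaled, since the mean over probe sets, with 2% left out at each end, was 499.9 on both arrays. The condition of each array came from its labels and the methods.
Symbols came from the platform's annotation. Of 54613 probe sets that are not controls, 41091 carry 1 gene symbol, 1801 carry several and 11721 were unnamed here. The last 2 kinds were left out of counts of genes and kept in counts of probe sets. No symbol needed an update, and 19775 genes were named. Some items that the paper names are not reported here. Table 2 transcripts were found by their accessions.
The floor was the median signal of all probe sets on both arrays, 63.1. The floor and filter left 29914 probe sets and 13199 genes, of which 11507 were at or above the floor on both arrays. Higher and lower mean a fold change over 2.0 or under 0.5, the thresholds the paper states. The ratios of SHARPIN, VCAN and Table 2 were also taken from the deposited intensities without the floor, which is the scale of Table 2. The thresholds, the floor, 23 gene lists and the rule for named genes were chosen before the data were examined, when the values of Table 2 had been seen. The rule takes the 10 highest and the 10 lowest genes measured on both arrays, the 5 largest lower bounds on each side, every gene the paper names, and up to 4 members per list with the largest ratios either way. VCAM1, ECHDC3, CASTOR2 and TMCC1, and the members of the ATF4 list were named after their values were seen.
No test between conditions was possible with 1 array each, so no p-value is given, and the number of arrays limits the precision. A list's median was set against 10000 random lists of the same size matched on mean signal in 20 bins. The steps were tested on simulated data for 13303 genes, with a spread taken from these arrays. Of 100 genes changed by a log2 of 1.5, 97.0% were called over 2-fold, and of 100 changed by 2.0, 99.0%. Of unchanged genes, 1.30% were called. The shares of changed genes cannot hold for the dimmest genes, since a gene whose higher signal is below 126 cannot reach 2-fold. The spread came from the same 2 arrays, so 1.30% is not an independent rate of false calls. The alternatives were no floor, no filter, a floor at percentile 75, both arrays at or above the median, centring on the median, quantile normalization, loess with a span of 0.3, scaling on the 100 normalization probe sets of the array, an offset at percentile 25, the median of a gene's probe sets, leaving out probe sets ending in _x_at or _s_at, and a 3-fold threshold. A minimum signal of 100 in at least 1 array, with no floor, was chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. RT-PCR, western blotting, reporter assays, immunostaining and mouse experiments were not analysed here.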

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

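The tests of RNA quality, of scaling by genes of like signal, of the VCAN probe set and of second probe sets able to reach 2-fold were chosen only after the results were seen. Of 7565 genes at or above percentile 75 of all signals on both arrays, 4 were over 2-fold higher in Huh7-Sharpin than in the control, and the paper discusses none of them. DDIT4 had a log2 ratio of 1.88 (signals of 906 and 3325). ECHDC3, a mitochondrial enzyme of the enoyl-CoA hydratase family, had 1.10 (551 and 1181). KRT23, a keratin, had 1.03 (506 and 1031). CASTOR2, related to the arginine sensor of mTORC1, had 1.00 (556 and 1115). Each rests on 1 measured probe set and 1 array per condition. KRT23 and CASTOR2 lie close to 2-fold. With scaling on 100 probe sets KRT23 was no longer over 2-fold higher, as no gene of its list of biliary and progenitor markers was. That scaling applies the same factor to every gene, so CASTOR2, with a lower ratio than KRT23, falls below 2-fold too. TMCC1 was the gene over 2-fold lower at this brightness, with signals of 984 and 464 (-1.09).
The first pattern weighed is the number of genes over 2-fold apart, 117 higher and 110 lower, a share of 51.5% higher that quantile normalization moved by 3.12 percentage points and loess by 5.34 (scaling on 100 probe sets, which applies the same factor to every gene, gave 42.3%); these moves say little, since the arrays were deposited at the same trimmed mean. Array scaling would move genes of like signal the same way. Of genes whose higher signal lay between 126 and 253, 94 were higher and 98 lower, and between 253 and 505, 12 and 10. This balance argues against scaling as the whole cause for genes in these ranges. Above 505, 11 of 7123 genes were higher and 2 lower. With the floor at percentile 75, the median log2 ratio of 8001 genes was 0.02. That median is partly set by the equal trimmed means, so alone it says little. The 18 hybridisation controls, added in equal amounts, had log2 ratios from -0.04 to 0.22. A scaling factor able to carry genes past 2-fold would have moved these controls as well. The control values argue against a single scaling factor as the whole cause for bright genes. It can still decide the call of genes close to 2-fold, such as KRT23. The 3' to 5' signal ratios of ACTB or GAPDH differed at most 1.07-fold between the arrays, which argues against RNA degradation in 1 array. Scatter of dim probe sets stays open: of 66 dimmer genes over 2-fold apart with a second measured probe set, 3.03% had it over 2-fold the same way, against up to 7.58% in 100 random pairings. Most second probe sets are too close to the floor to reach 2-fold, and among the 12 able to do so the share was 16.7%, against up to 41.7%. For brighter genes the share was 14.3% of 7 (at random up to 28.6%, mean 1.29%). It was 25.0% of the 4 able to reach 2-fold (at random up to 25.0%, mean 0.5%). Both shares rest on 1 gene, VCAN. The brighter genes are so few that scatter and an effect of Sharpin cannot be told apart there.
The second pattern weighed is the VCAN probe set of Table 2, 47.7-fold higher while the other 4 probe sets were, with the floor, 1.65-fold to 2.92-fold higher. Its control signal of 2.61 is below the measured range. Ratios of this size occurred either way, in 72 probe sets with a deposited log2 ratio of 5 or more and in 80 as far lower. Of the 72, 6 had a Huh7-Sharpin signal at or above the floor, as this VCAN probe set does. How many of the 80 had a Huh7-ctrl signal at or above it was not counted. The floor caps the log2 ratio of the Table 2 probe set at 0.98, below the 1.55 of the brightest VCAN probe set. This value therefore cannot decide whether the low control signal accounts for the gap. That the probe set reads a transcript form of its own stays open and was not tested. The direction was the same in all 5 probe sets, which scatter of 1 probe set would not give, and 1 array per condition leaves open whether it follows Sharpin or another difference between the 2 cell populations.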

How the results depend on the processing

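The counts of genes and probe sets over 2-fold apart depend on how dim probe sets are treated. Of genes over 2-fold higher and genes over 2-fold lower, 117 and 110 as reported, there were 2223 and 2138 with no filter and no floor, 552 and 564 with the filter but without the floor, 8 and 1 with the floor at percentile 75, 60 and 53 with both arrays at or above the median, and 6 and 6 at 3-fold. With a signal of 100 in at least 1 array and no floor, chosen after seeing the data, there were 203 and 213. Of probe sets over 2-fold higher and probe sets over 2-fold lower, 271 and 315 as reported, the same settings, apart from 3-fold, gave 7867 and 7715, 1548 and 1643, 11 and 3, 138 and 169, and 521 and 601. All but 3-fold change, by construction, which dim probe sets can be called. The 4 ways of scaling left the gene counts within 1.5-fold, from 104 to 124 higher and from 94 to 142 lower, and between 211 and 226 of the 227 genes were shared. The VCAN log2 ratio of 5.58 became 0.98 with the floor and 2.87 with an offset, since its control signal is near 0. The median of the VCAN probe sets without the floor was 1.51, the value of another probe set (signals of 244.9 and 696). The Wnt/β-catenin target genes had a median log2 ratio of 0.06, and 0.21 without _x_at and _s_at probe sets; the cause was not tested. The NF-κB median stayed between 0.05 and 0.13. MTHFSD turned from 1.63 to -0.26 with the median of its probe sets, which lie on both sides of 0. Of the other values for named genes, 826 stayed within 1.5-fold and 34 did not. Of the list medians, 186 moved from the reported value by at most the standard deviation of their random list medians, and 40 moved by more. The 2 lists below percentile 2.5 kept their sign in every setting. No paired analysis was possible because each condition has 1 array, and for the same reason none could be left out. Signals near the floor limit what can be seen: a gene whose higher signal is below 126 cannot reach 2-fold.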

Differences from the paper's values

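The paper reports 479 genes upregulated and 465 downregulated at fold changes over 2.0 and under 0.5, and its text states no filter on dim signals. Here 117 genes were higher and 110 were lower. Among the alternatives set before the data were examined, the filter without the floor gave 552 and 564 genes, within 1.5-fold of the paper's counts, and the others did not come within it. Over probe sets, 271 were higher, which differs from the paper's 479, and no alternative set before the data were examined came within 1.5-fold of it. The count of lower probe sets, 315, lies within 1.5-fold of the paper's 465, as do 312 with median centring and 397 with scaling on 100 probe sets, while quantile normalization (286), loess (267) and the other filters do not. A minimum signal of 100 in at least 1 array without the floor, chosen after seeing the values, gave 521 and 601 probe sets, within 1.5-fold of the paper, and 203 and 213 genes, which are not. Neither filter keeps all of Table 2. Of its 8 transcripts matched by accession, 6 were below the floor on both arrays, and only VCAN reached a signal of 100. These counts therefore do not show which filter the paper used.
For PKHD1, Table 2 of the paper gives a log2 ratio of 5.73. Its accession was not matched here, and the PKHD1 probe set of highest mean signal had 0.59, with signals of 41.9 and 63.3. With the floor this probe set has only a lower bound, a log2 ratio of 0.003. A bound this low cannot be told apart from the paper's value or any other positive ratio. None of the other alternatives set before the data were examined came within 0.01 of the paper's value. Another PKHD1 probe set gave 5.73, with signals of 1.08 and 57.2, and was found by looking for the value nearest to the paper's.
For Versican, the array ratio of the Table 2 probe set is 47.7-fold, while the paper's RT-PCR shows about 1.9-fold for total Versican in Fig. 3a and about 3.9-fold in Fig. 3c, both read by eye. RT-PCR and the array are different measures of Huh7-Sharpin and Huh7-ctrl cells, and the RT-PCR of Fig. 3c belongs to a Versican knockdown experiment. With the floor the array gives only a lower bound, at least 1.97-fold, which differs from neither. The median of the probe sets without the floor was 2.84-fold, within 1.5-fold of both. Median centring (47.9), quantile normalization (48.3), loess (63.5), scaling on 100 probe sets (46.2) and the offset (7.30) are not within 1.5-fold of either. All of these, like the 47.7, rest on a control signal of 2.61, below the floor, and so do not show that the array and RT-PCR differ.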

Other observations

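The paper proposes that Sharpin acts with β-catenin. In its reporter assay Sharpin alone gave no significant TOP/FOP activation, while Sharpin with β-catenin exceeded β-catenin alone. No LiCl or other Wnt stimulation is stated for the cells on the arrays, so the values below do not test that proposal. Of 22 measured Wnt/β-catenin target genes, 1 was over 2-fold higher and 1 over 2-fold lower in Huh7-Sharpin. KREMEN1 had a log2 ratio of 1.08 and NOTUM had the lowest of the list. CD44 was at -0.86 by its brightest probe set (1484 and 817). AXIN2 was at 0.71, but its other 3 measured probe sets gave -0.49, -0.41 and -0.07. The median was 0.06, at percentile 78.5 of random lists, and 0.21, at percentile 99.6, without _x_at and _s_at probe sets. By their brightest probe sets FOXQ1 was at 0.66, TCF7L2 at -0.06 and GSK3B at -0.01, and LEF1 was below the floor on both arrays.
Genes of hypoxia and glycolysis were lower as a group in Huh7-Sharpin, with a median of -0.11 over 26 measured members, at percentile 0.18, and 6 members above 0. None was over 2-fold lower, though 1 was with scaling on 100 probe sets and 1 with no filter and no floor. PFKFB4, a regulator of glycolysis, was at -0.96 (386 and 199). PDK1 was at -0.42 (0.37 by its dimmest measured probe set) and ANKRD37 at -0.40, while LOX was at 0.51 (644 and 917). The median stayed below 0 under every scaling run, and the percentile lay between 0.07 and 0.37 over all settings. This and the fibroblast list were the 2 of 23 lists below percentile 2.5, and none was as far out on the higher side.
Hepatocyte genes showed single differences. Of 28 measured plasma protein genes none passed 2-fold (median 0.05, percentile 82.2; 0.00 and 43.2 with quantile normalization), with TTR, transthyretin, at 0.80 on very bright signals (16722 and 29172). Of 24 hepatocyte metabolism genes, NR0B2, a repressor of bile acid synthesis, was at 1.06 (356 and 743), and the transporters SLCO1B3 and ABCC2 at 0.91 and 0.65, with a list median of -0.02 (percentile 31.5; 0.07 and 80.5 without _x_at and _s_at probe sets). The oncofetal markers had a median of 0.09 over 15 genes (percentile 93.6; 0.02 and 52.8 without _x_at and _s_at probe sets), and the biliary and progenitor markers of 0.10 over 13 (percentile 92.2), with KRT23 the 1 gene over 2-fold higher and KRT7 at -0.79. The biliary list turned to -0.54 over the 5 members left without _x_at and _s_at probe sets (percentile 0.065), and was at 0.18 with the floor at percentile 75 (percentile 99.7).
The 35 cell cycle genes had a median of 0.01 (percentile 35.6) and none passed 2-fold. Interferon-stimulated genes had -0.02 over 21 genes (percentile 42.1), with OASL at least 2.13-fold lower, though another measured probe set gave 0.14, and the median was 0.24 over the 5 genes left with the floor at percentile 75 (percentile 97.49). AP-1 and immediate early genes had 0.06 over 20 (percentile 81.9), with NR4A1 at least 2.83-fold lower by its brightest probe set and higher by another (log2 ratio 1.09 with the floor). Without _x_at and _s_at probe sets the AP-1 list was at 0.22 (percentile 99.9). Cholesterol synthesis had 0.08 over 18 (percentile 93.0). The p53 target genes had 0.02 over 20 (percentile 55.85), and -0.14 at percentile 2.39 without _x_at and _s_at probe sets. None of them passed 2-fold, with DDB2 at -0.82 and SESN2 at 0.74. TGF-β target genes had -0.04 over 21 (percentile 9.84; 0.09 and 89.7 without _x_at and _s_at probe sets), with INHBA at 1.19, though another measured probe set gave 0.30, and LTBP2 at -0.88. Leukocyte markers had 0.01 over 9 measured of 22 (percentile 53.6), with CD3D at -1.11, and endothelial markers -0.08 over 3 of 16 (percentile 44.0).
The 25 genes of the unfolded protein response had a median of 0.07 (percentile 91.3), with 18 above 0. The percentile was 98.5 with the median of each gene's probe sets (median 0.09) and 87.4 with the floor at percentile 75 (0.05). The highest were CHAC1, SESN2 (0.74, and 0.11 by another measured probe set), TRIB3 (0.47, and 1.06 by a dimmer one) and DDIT3 (0.46). They are known targets of the transcription factor ATF4, as is DDIT4. A hypothesis from this is that ATF4 targets as a group were higher. It was tested on 30 other ATF4 targets, listed after these values were seen and before those of the 30 were. The median of the 28 measured was 0.17, at percentile 100.0 of 10000 random lists, and 26 were above 0, though none passed 2-fold. NUPR1 was at 0.56, CTH at 0.56, SLC7A11 at 0.50 and STC2 at 0.34, and WARS1 was lowest at -0.14, though a dim SLC7A11 probe set was lower (-0.63 with the floor) and another of WARS1 was at 0.21. The median lay between 0.12 and 0.19 under all settings, at percentile 99.94 or above. The values are consistent with a modestly higher ATF4 response in Huh7-Sharpin. Whether it follows Sharpin or the state of the 2 cultures at harvest was not tested, since each condition has 1 array.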
